# Synthetic Mimics of Wound-Induced Carrot MicroRNAs Affect Lipid Metabolism in Cultured Adipocytes

**DOI:** 10.3390/nu17182919

**Published:** 2025-09-10

**Authors:** Edwin E. Reza-Zaldívar, Daniel A. Jacobo-Velázquez

**Keywords:** cross-kingdom gene regulation, plant-derived microRNAs, adipogenesis, lipolysis, nutritional epigenetics, carrot (*Daucus carota*), obesity

## Abstract

**Background/Objectives:** Plant-derived microRNAs (miRNAs) have emerged as cross-kingdom regulatory molecules, but their capacity to influence mammalian metabolism is still poorly understood. This study aimed to investigate whether miRNAs induced in carrots (*Daucus carota*) by postharvest wounding stress can modulate adipocyte lipid accumulation. **Methods:** High-throughput small RNA sequencing was performed to identify stress-responsive miRNAs in wounded carrots. Bioinformatic analyses predicted potential mammalian targets, focusing on genes involved in adipogenesis and lipid regulation, including those in the insulin and FoxO signaling pathways. Selected miRNAs were functionally validated in 3T3-L1 adipocytes by assessing intracellular triglyceride levels and glycerol release. **Results:** Six stress-responsive carrot miRNAs were predicted to target mammalian lipid metabolism genes. Functional assays revealed that miR165a-3p, miR232a-5p, and miR1799 significantly decreased intracellular triglyceride accumulation and increased glycerol release, suggesting enhanced lipolysis. These effects support the potential regulation of adipocyte metabolism through plant miRNA mimics. **Conclusions:** Our findings provide experimental evidence for stress-induced carrot miRNAs mimics potentially modulate fat accumulation. This work expands current understanding of dietary plant miRNAs and highlights their potential role as functional food components for metabolic health improvement. Further research is needed to establish their gastrointestinal stability, uptake from dietary matrices, and in vivo effects.

## 1. Introduction

Plant-based diets are widely recognized for their health-promoting potential, including a reduced risk of obesity and metabolic disorders. These benefits have traditionally been attributed to the high content of vitamins, fiber, and phytochemicals in fruits and vegetables. Carrots (*Daucus carota*), for example, are rich in β-carotene (provitamin A), dietary fiber, and polyphenols, compounds linked to improved metabolic health and protection against chronic diseases [1]. Beyond conventional nutrients, recent insights suggest that plants may also contribute to human health through less orthodox bioactive components, such as dietary microRNAs (miRNAs) derived from plant foods.

MicroRNAs are ~20–24 nucleotide non-coding RNAs that regulate gene expression post-transcriptionally. The miRNAs typically bind to the 3′ untranslated regions of target mRNAs to repress translation or induce mRNA degradation, thereby influencing processes from development to metabolism. Plants likewise utilize miRNAs to regulate their own gene networks, especially under stress conditions [2]. Notably, plant miRNAs have a distinctive feature, a 2′-O-methylated 3′ end that improves resistance to degradation, enhancing their stability during food processing and gastrointestinal digestion. This structural modification supports the possibility that dietary plant miRNAs can persist after ingestion and exert biological effects [3,4,5]. Despite differences in biogenesis, plant and animal miRNAs share functional parallels, raising the intriguing possibility that plant miRNAs might exert biological effects across kingdom boundaries when ingested by animals.

Initially, miRNAs were believed to only function within their species of origin. However, increasing evidence has triggered a debate about mammalian gene regulation through plant miRNAs acquired from their diet [6]. This phenomenon, referred to as cross-kingdom gene regulation, is supported by preclinical and clinical studies demonstrating the absorption and functionality of plant miRNAs in mammalian systems [7,8]. For example, Zhang et al. [9] reported that a rice-derived miRNA (MIR168a) was detectable in the blood of mice fed a rice-based diet and could bind to and downregulate a mammalian gene (LDLRAP1) involved in cholesterol metabolism. This finding provided initial evidence that plant miRNAs from food might survive digestion and influence gene expression in consumers. Subsequent research has added support to this cross-kingdom regulation hypothesis. For instance, Chin et al. [10] demonstrated that oral administration of a plant miRNA (miR159) in mice inhibited breast cancer growth, coinciding with the miRNA’s uptake and direct silencing of the oncogenic transcription factor TCF7 in the tumor. More recently, Díez-Sainz et al. [11] showed that a peach-derived miRNA (miR6262) can modulate human gene expression related to lipid metabolism and thermogenesis in liver and fat cells, highlighting the potential for dietary plant miRNAs to impact metabolic pathways in the consumer. While not all studies agree on the bioavailability of plant miRNAs, these examples underscore the potential of cross-kingdom gene regulation as a novel mechanism by which plant-based diets could influence human health.

Carrots represent an appealing model to investigate this phenomenon because they are a common dietary vegetable with known health benefits and a well-characterized repertoire of endogenous miRNAs. Like other plants, carrot expresses numerous miRNAs, including ones that respond to environmental stresses [12]. Importantly, the biological content of carrots can be altered by stress; postharvest wounding (such as shredding) is known to trigger a stress response in the carrot tissue, leading to increased production of secondary metabolites and potentially changes in miRNA expression. Indeed, plant miRNAs have been identified as part of wound and defense responses in various species [2]. Additionally, computational analyses suggest that carrot-derived miRNAs may target key human genes involved in metabolic regulation—for example, recent in silico work found carrot miRNAs could interact with genes in the BMP/SMAD, C/EBP, and KLF signaling pathways that underlie obesity and metabolic syndrome [13]. This raises the question of whether carrot miRNAs, especially those induced under stress conditions, might exert functional effects on mammalian cells related to obesity or metabolism.

Based on this background, we hypothesize that carrot-derived miRNAs, particularly those upregulated by wounding stress, can act as cross-kingdom regulators of gene expression in adipocytes and thereby influence lipid metabolism in a way that combats obesity. To test this hypothesis, the present study integrated bioinformatic and experimental approaches. We first performed high-throughput small RNA sequencing to identify miRNAs that are induced in carrots by wounding stress. Next, using target prediction algorithms and pathway enrichment analysis, we identified putative human gene targets of these carrot miRNAs and examined which biological pathways they might regulate. Finally, we selected several wound-induced carrot miRNAs and conducted in vitro functional assays by transfecting them into 3T3-L1 adipocytes, a well-established mouse cell model of fat cells, to evaluate their effects on lipid accumulation. By combining these approaches, our study aims to determine whether carrot-derived miRNAs can modulate adipocyte fat metabolism, providing new insights into how plant-based diets may exert cross-kingdom molecular interactions.

## 2. Materials and Methods

### 2.1. Wounding Stress Application in Carrots

Fifteen kilograms of commercial-grade carrots without visible defects were selected for wounding stress experiments as previously described [14]. Carrots were rinsed with tap water, disinfected with a chlorine solution (200 ppm, pH 6.5–7.0) for 5 min, then dried with absorbent paper towels. The carrots were peeled by hand and shredded using a mechanical food processor (Waring Commercial, Model WFP11, Torrington, CT, USA) to apply wounding stress. Manual spinning in a salad spinner removed excess moisture from shredded carrots. Samples were stored at 20 ± 2 °C, and subsamples were collected at 24 and 48 h for RNA extraction. All samples were subsequently preserved at −80 °C until total RNA isolation.

### 2.2. Total RNA Isolation

RNA extraction was performed using a TRIzol-based (Cat. T9424 Merck, Burlington, MA, USA) method following the manufacturer’s instructions. Carrot samples were frozen in liquid nitrogen, and approximately 300 mg of each tissue was ground into a fine powder and placed into 1.5 mL tubes. Following that, 1 mL of TRIzol reagent was added, vortexed, incubated for 5 min at RT, and then centrifuged at 12,000× *g* for 10 min at 4 °C. The supernatant was transferred to a new tube, and 200 µL of cold chloroform (Cat. 650498 Merck, Burlington, MA, USA) was added, vortexed, and incubated at RT for 10 min. After centrifugation, the supernatant was mixed with 500 µL of chilled isopropanol (Cat. 190764 Merck, Burlington, MA, USA) and vortexed. After a 10 min incubation on ice, the mixture was centrifuged again (12,000× *g*, 10 min, 4 °C). The pellet was washed twice with 1 mL of pre-cooled 75% ethanol (Cat. 459844 Merck, Burlington, MA, USA), air-dried, and resuspended in RNase-free water (Cat. 10977035 Invitrogen, Waltham, MA, USA). RNA purity was assessed using the OD 260/280 (≥1.8) ratio with a Nanodrop spectrophotometer.

### 2.3. Small RNA Seq

Sequencing libraries were constructed using 1 μg of RNA per sample and SMARTer smRNA-Seq Kit according to the manufacturer’s protocol. Library sequencing was carried out with the Illumina HiSeq platform and single-end sequencing. Once the sequencing data, the Illumina universal adaptors were trimmed from the raw reads with the command-line interface cutadapt v1.1.2.1 according to the SMARTer smRNA-Seq Kit manufacturer’s instructions, discarding reads with lengths of less than 18 nucleotides. Reads with an average base quality/Phred score < Q20 were removed using fqtrim v0.9.7. Sequence alignment against miRBase v22 was performed using Bowtie2 v.1.1.1 and the miRDeep2 software package v 0.1.3, allowing a maximum of one mismatch and up to 200 instances of multi-mapping (m = 200). Finally, a text file containing the miRNAs read counts was generated.

The DESeq2 v 2.11 was used to analyze the DEG for samples applying thresholds of Fold Change ≥ 2.00 and padj ≤ 0.5.

### 2.4. Homo Sapiens Gene Target Prediction

Human target genes were predicted using the psRNAtarget (https://www.zhaolab.org/psRNATarget/, accessed on 17 July 2024) web server 162 (2017 release), a tool for determining the reverse complementarity between small RNA and target-site of target transcript and assessing the target accessibility by computing unpaired energy [15]. The mature carrot miRNA sequences were queried for human gene target prediction against the cDNA library of *Homo sapiens* transcripts available on the web server. The default setting was used in the V2 scoring schema; the maximum expectation was set to 5. Lower values provide more stringent prediction results, but more potential target sequences might be missed. Considering 5 as the expectation value is ideal to get acceptable targeting results, while an expectation over 5 may give unreliable targeting results. The penalty for the G: U pair was set to 0.5, the penalty for other mismatches was set to 1, and the penalty for the opening gap was set to 2. Moreover, the number of mismatches allowed in the seed region was set to 2 (mismatches of more than 2 in seed regions give rise to unreliable targeting results). Translation inhibition was set between 9 and 11 nucleotides, and the length for complementarity scoring size was set to 19. V2 schema assumes a priori that UPE does not influence the miRNA–target sequence interaction [16]. This strategy with permissive parameters is a sensitivity-first, hypothesis-generating approach in the emerging field of cross-kingdom miRNA research. It prioritizes sensitivity over specificity to avoid missing weak but potentially meaningful interactions.

### 2.5. Signaling Pathways Analysis

The list of predicted targets was submitted to a functional annotation tool provided by the Database for Annotation, Visualization, and Integrated Discovery release v2025_1 (DAVID https://davidbioinformatics.nih.gov/, accessed on 19 July 2024) [17] and annotated by the Kyoto Encyclopedia of Genes and Genomes (KEGG, Release 114.0, accessed on 19 July 2024) pathways, with redundant pathways manually removed. The pathway was significantly enriched if it passed the count threshold of three genes per annotation term and presented an EASE score with a Benjamini–Hochberg correction set to <0.05. In the DAVID database, the EASE score is a modified Fisher exact *p*-value used for enrichment analysis within gene lists, with *p*-value = 0 representing perfect enrichment. For subsequent in vitro studies, only miRNAs with predicted targets linked to adipose tissue metabolism, adipocyte browning, and/or lipid metabolism were selected.

### 2.6. Pulsed Stem-Loop RT-qPCR

From the identified miRNA, nine were further validated using stem-loop PCR and qPCR. Selected stem-loop RT primers were designed according to Chen et al. [18] and Kramer [19]. Sequence data are presented in Table 1. The pulse stem-loop RT was performed as described by Varkonyi-Gasic & Hellens [20] with slight modifications. Briefly, 25 µM of the appropriate stem-loop RT primer (Table 1) was initially denatured by heating to 65 °C for 5 min and then incubated on ice for 2 min. The RT master mix (Cat. 18090050, Invitrogen, Waltham, MA, USA) was prepared by mixing 1 μL of 10 mM dNTP mix (Cat. AM8228G Invitrogen, Waltham, MA, USA), 2 μL of denatured stem-loop RT primer (25 µM), and 1 µg of total RNA. The mix was centrifuged and heated to 65 °C for 5 min. Then, it was mixed with 4 μL 5X SSIV buffer, 1 μL 0.1M DTT, 1 μL RNaseOUT (40 U/μL), 1 μL superScript IV RT (200 U/μL) (Cat. 18090050, Invitrogen, Waltham, MA, USA), and nuclease-free water up to 20 µL. The cDNA synthesis settings were an initial incubation for 30 min at 16 °C, followed by pulsed RT of 60 cycles at 30 °C for 30 s, 42 °C for 30 s, and 50 °C for 1 s, and finally, an incubation at 85 °C for 5 min to inactivate the reverse transcriptase.

The SYBR green qPCR assay was done by mixing 4 μL SYBR Green master mix (Cat. 100029284, Invitrogen, Waltham, MA, USA),1 μL 10 μM forward miRNA-specific primer (Table 1), 1 μL 10 μM of the universal reverse primer, and 4 μL RT product. The qPCR settings were UDG activation at 50 °C for 2 min, reaction activation at 95 °C for 2 min, followed by 35 cycles of 95 °C for 15 s, 60 °C for 15 s, and 72 °C for 1 min. The relative expression levels of the miRNAs were calculated according to the 2^−ΔΔCt^ method using the U6 small nuclear RNA as a housekeeping control.

### 2.7. Cell Culture and Transfection of Cells with miRNAs

The 3T3-L1 cell line (ATCC, Manassas, VA, USA) was cultured under standard conditions with DMEM with high glucose (Cat. D7777 Merck, Burlington, MA, USA) supplemented with 10% calf serum (Cat. 35-054CM Corning, Corning, NY, USA). The culture was maintained in an incubator at 37 °C and a 5% CO_2_ atmosphere. The mature plant miRNA mimics novel-hsa-miR-376a-5p UUAGAUUCGCGCACAAACUCmG; novel-oan-miR-1421ag-5p CGGUGGACUGCUUGAGCUGmC; novel-hpo-miR-232a-5p UCCGCAGUAGCACUGGCmU; novel-rno-miR-337-3p UUCAGCUCACAUAUCUCUCUGmG; novel-ath-miR165a-3p UCGGACCAGGCUUCAUUCCCmC; novel-gga-miR-1799 GGAAGUGAUGAGUAGACmU; and a scramble control 5′-GGGACUAGCGGUUAGUGAUAmG-3, synthesized by Integrated DNA Technologies (m denotes 2-O-methylation at the 3′), were transfected into 3T3-L1 cells using the HiPerFect Transfection Reagent (Cat. 301704 Qiagen, Germantown, MD, USA) following manufacturer’s instructions. In brief, 3T3-L1 cells were seeded at a density of 1–2 × 10^5^ cells per well in DMEM supplemented with 10% calf serum and incubated overnight at 37 °C under 5% CO_2_. After reaching confluency, cells were transfected with 200 pMol/well of miRNA mimics and a scramble control.

### 2.8. T3-L1 Cell Differentiation

Transfected 3T3-L1 cells were differentiated to evaluate the potential anti-obesogenic effect of carrot miRNA mimics. Differentiation process was induced with DMEM-high glucose supplemented with 10% fetal bovine serum, 0.5 mM isobutyl-methyl-xanthine, 1 μM dexamethasone, and 5 μg/mL insulin (Cat. I5879, D4902, and I0516, Merck, Burlington, MA, USA) [19]. On the fourth day of the differentiation protocol, the cell medium was switched to DMEM-high glucose supplemented with 10% fetal bovine serum and 10 μg/mL insulin. On the seventh day, the differentiation medium was changed to DMEM-high glucose supplemented with 10% fetal bovine serum. Cells were considered fully differentiated on day 12.

### 2.9. Oil Red O Staining

The oil red O staining procedure allows visual and quantitative identification of the lipids present within the lipid vacuoles of differentiated adipocytes [21]. Following 12 days of 3T3-L1 differentiation induction, the culture medium was removed, and the cell monolayer was washed twice with 0.01 M PBS at pH 7.4. Subsequently, the cells were fixed with 4% PFA for 15 min, washed with 0.01 M PBS, and then with 60% isopropanol (IPA). An oil red O working solution (5 mg/mL in IPA) was added and incubated for 20 min at RT for staining. Thereafter, the monolayer was washed thrice with 0.01 M PBS and observed under a microscope (OPTIKA IM-3, OPTIKA, Ponteranica, BG, Italy) for photographic documentation (OPTIKA PRO8 Digital Camera C–P8, OPTIKA, Italy). Finally, the dye was extracted with 60% IPA. Total lipid content was determined spectrophotometrically at 490 nm. For analysis, the absorbance of each treatment was compared with that of the negative control.

### 2.10. Free Glycerol Measurement

Free glycerol levels were assessed following the differentiation of 3T3-L1 cells using a colorimetric kit (Cat. AB133130, Abcam, Cambridge, UK) following the manufacturer’s instructions. Briefly, 25 μL of cell culture supernatant and 100 μL of Free Glycerol Assay Reagent were added to a 96-well plate and incubated for 15 min. The absorbance was measured at 540 nm. Glycerol content was quantified using a standard curve. Results were expressed as a percentage relative to the control group.

### 2.11. Triglycerides Measurement

Triglyceride accumulation was assessed post-differentiation of 3T3-L1 cells with a lipase-based kit (Cat. AB65336, Abcam, Cambridge, UK). In brief, harvested cells were resuspended in 1 mL of a 5% Triton X-100 solution, heated to 90 °C in a water bath for 5 min, and subsequently cooled to room temperature. This procedure was repeated twice. The solution was centrifuged at 10,000× *g* for 2 min, and the supernatant was transferred to a new tube and diluted 10-fold. Subsequently, 2 μL of cholesterol esterase/lipase solution was added and incubated for 20 min at RT. Finally, 50 μL of Triglyceride Reaction mix was added and incubated for 60 min in the dark. Triglycerides were quantified by measuring absorbance at 570 nm. Results were expressed as a percentage relative to the control group.

### 2.12. Statistical Analysis

The difference between the groups in culture assays was determined by the one-way analysis of variance (ANOVA), applying the Tukey post hoc test to analyze multiple comparisons. Data analysis was performed using the GraphPad Prism v10.4.2 software, and a statistically significant difference was considered when the value of *p* < 0.05. Results are presented as the mean ± SE. Differential expression analysis of miRNAs was performed with DESeq2 v 2.11, considering a Fold Change ≥ 2.00 and *p*-value ≤ 0.05 as screening criteria.

## 3. Results

### 3.1. Wounding Stress Alters Carrot miRNA Profiles

The small RNA sequencing of wounded carrot tissues revealed a dynamic miRNA expression landscape (Figure 1). 

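Shredded carrot tissue was sampled without incubation (T0) and after incubation for 24 h (T24) and 48 h (T48) at 20 °C, and the small RNA of 2 libraries per time point was sequenced. The authors trimmed and quality-filtered the reads, matched them to known miRNAs with at most 1 mismatch and up to 200 multi-mapping positions, and deposited 1 value per miRNA and library under the name TPM. No miRNA length enters this value. The authors' list puts a prefix before every miRNA name that labels it as new, and this prefix is left out here. A name such as hsa-miR-376a-5p is therefore a label for a carrot sequence. It does not mean that the human miRNA was found. Each deposited value equalled the read count of Supplementary File S1 divided by the total of its library and multiplied by 1000000. A TPM is thus a share of the miRNA reads, and 1 abundant miRNA lowers the values of all others. The reads counted on miRNAs were 154758 and 174557 in the T0 libraries, 127079 and 134312 at T24, and 64886 and 199911 at T48. A single read therefore stood for 5.00 TPM in the deepest library and 15.4 TPM in the shallowest, and a miRNA listed at 0 could be present at up to 3 reads, which is 15.0 TPM in the deepest and 46.2 TPM in the shallowest. These limits cover counting error only, since reads amplified by PCR are not independent molecules. The 3 most abundant miRNAs took between 78.5% and 89.7% of the reads of a library. Time points were compared with limma on log2(TPM + 1), with the 4 libraries of each comparison fitted on their own, and a miRNA was called at an unadjusted p of at most 0.05 and a change of at least 2-fold, the criteria of the paper's statistics section. The paper applied them to DESeq2, so its test differs from the one used here. With 2 libraries against 2, an exact permutation test cannot go below a two-sided p of 0.333.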

Across all samples, 464 distinct carrot miRNAs were detected, underscoring the complexity and plasticity of plant small RNA regulation [16]. However, the number of active miRNAs declined with prolonged stress: fresh-cut carrots (T0) expressed 204 miRNAs, while those incubated for 24 h (T24) and 48 h (T48) showed only 95 and 70 miRNAs, respectively (Sequence IDs in Supplementary File S1). 

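The deposited table listed 469 miRNAs, of which 464 had a TPM above 0 in at least 1 library and 5 were at 0 in all 6. Of the 464, 326 were found in 1 library only, 76 in 2 libraries, 28 in 3, 12 in 4, 5 in 5 and 17 in all 6. When both libraries of a time point had to be above 0, 100 miRNAs were left, the largest change among the alternatives tried. The names carry the species code of the known miRNA each resembles. By a list of codes written by hand, 286 of the 469 were named after an animal miRNA and 86 after a plant miRNA. The share of detected miRNAs found in both libraries of a time point was 28.3% for plant-named and 20.2% for animal-named ones at T0, 37.8% and 28.7% at T24, and 34.2% and 26.2% at T48. It was higher for the plant-named ones at all 3 time points, but no difference was shown with 37 to 53 plant-named miRNAs (Fisher's exact test, two-sided, Benjamini-Hochberg adjusted p = 0.392 at each of the 3). File S1 places 51 of the names at 24 sets of precursors that overlap on the same strand. With the names of each set merged, 437 miRNAs were detected.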

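A TPM above 0 in at least 1 of its 2 libraries was found for 271 miRNAs at T0, 173 at T24 and 146 at T48. Of these, 204 were found at T0 only, 95 at T24 only and 70 at T48 only. A further 19 were shared by T0 and T24 alone, 17 by T0 and T48 alone, and 28 by T24 and T48 alone. Most miRNAs of a single time point came from 1 library: 177 of the 204 at T0, 82 of the 95 at T24 and 67 of the 70 at T48. In the library with more reads, their median was 15.0 reads at T0, 10.0 at T24 and 9.5 at T48. Together, the miRNAs found only at T0 made up 3.92% and 2.12% of the reads of the T0 libraries. Those found only at T24 made up 0.629% and 1.51% of the reads there, and those found only at T48 made up 1.99% and 0.582%.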

Only 31 miRNAs persisted in all three conditions. This progressive loss of miRNA diversity suggests that wounding and incubation selectively repress certain miRNAs, potentially through degradation or shifts in transcriptional priorities under stress. 

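The 31 miRNAs found at all 3 time points included 17 that were above 0 in all 6 libraries. With either the first or the second library of every time point left out, 21 remained at all 3. The 31 took 95.3% and 97.1% of the reads in the T0 libraries. They took 42.3% and 45.5% at T24, and 94.8% and 49.9% in the first and second T48 libraries. In the libraries below 50%, oan-miR-1421ag-5p alone took 54.7% and 50.6% of the reads at T24 and 46.8% in the second T48 library, and it was listed at 0 in the T0 libraries and in the first T48 library. With its reads left out, the 31 miRNAs made up between 92.1% and 97.1% of the reads in every library.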

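The T0 libraries had 193 and 135 miRNAs above 0, the T24 libraries 105 and 122, and the T48 libraries 89 and 93. The mean was 164.0 ± 41.0 (SD, n = 2) at T0 and 102.2 ± 14.8 (SD, n = 4) in the incubated libraries, a difference of 61.75 miRNAs. Both T0 libraries lay above all 4 others (exact permutation test, two-sided, p = 0.0667, the smallest p that 2 libraries against 4 allow). The difference was 27.5 without the first library of each time point and 96.0 without the second. Both libraries of a time point shared 57 of its miRNAs at T0, 54 at T24 and 36 at T48. This was 21.0% of the miRNAs detected at T0 (Wilson 95% confidence interval 16.6% to 26.3%), 31.2% at T24 (24.8% to 38.5%) and 24.7% at T48 (18.4% to 32.2%). Counted this way, T0 and T24 differed by 3 miRNAs and T0 and T48 by 21. The miRNAs found in 1 library were 214 at T0, 119 at T24 and 110 at T48. From the falling number of miRNAs, the paper proposes that wounding and incubation selectively repress certain miRNAs.

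**Figure D1:**
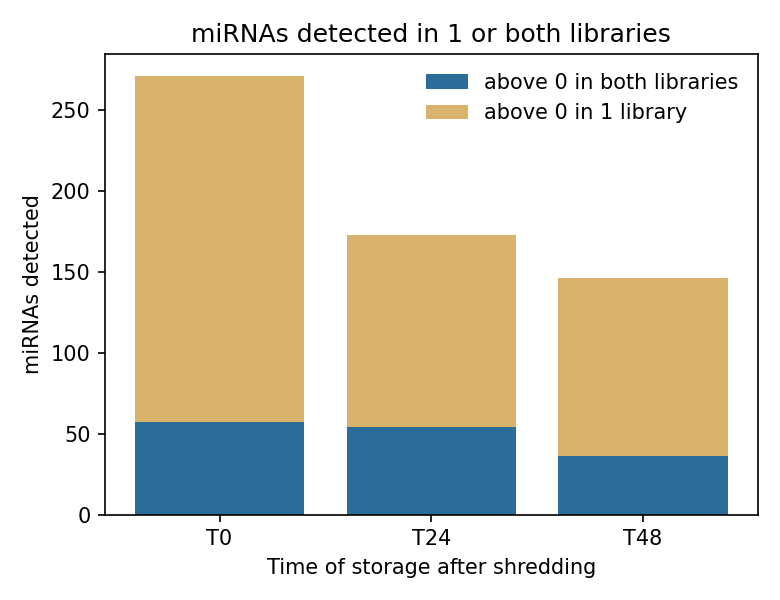
Number of miRNAs detected (vertical axis) at T0, T24 and T48 (horizontal axis). The blue part of each bar counts miRNAs above 0 TPM in both libraries (57, 54 and 36), and the yellow part those above 0 in 1 library (214, 119 and 110).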

Similar patterns of stress-induced miRNA modulation have been reported in other plants, such as salt-stressed carrots [12], *Arabidopsis thaliana* under drought and heat stress [2,22], and tomato under osmotic stress [23]. In each case, specific miRNAs are attenuated to reallocate resources for survival.

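Between T0 and T24, the values rose most for oan-miR-1421ag-5p, aca-miR-5406-5p and gga-miR-1799, which were listed at 0 in both T0 libraries. At T24, oan-miR-1421ag-5p reached 547148 and 506053 TPM, aca-miR-5406-5p 10789 and 9865 TPM, and gga-miR-1799 4100 and 5309 TPM (limma, Benjamini-Hochberg adjusted p = 0.0480 for each). The largest falls were those of bta-miR-2450b, from 1816 and 1501 TPM, bta-miR-507-3p, from 1150 and 1215 TPM, and hsa-miR-448, from 1163 and 1157 TPM, all to 0 in the 4 libraries of T24 and T48 (limma, adjusted p = 0.0480 for each at T24 and 0.0859 at T48). At T48, the largest rises from 0 in both T0 libraries were those of gga-miR-1799, with 13732 and 5948 TPM, osa-miR396e-5p, with 3884 and 635 TPM, and dvi-miR-9696a-5p, with 2204 and 630 TPM (limma, adjusted p = 0.0859 for each). No fold change is given against a group listed at 0.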

Differential expression (DE) analysis confirmed that wounding elicits pronounced changes in miRNA levels over time (Figure 2). At 24 h post-wounding, 23 miRNAs were differentially expressed relative to T0 (14 up-regulated, 9 down-regulated), and by 48 h, 55 miRNAs showed significant changes (24 up, 31 down). 

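At T24 against T0, 52 of the 394 miRNAs above 0 in at least 1 of the 4 libraries were called, 21 higher and 31 lower. At T48 against T0, 47 of 369 were called, 15 higher and 32 lower. Of the 52, 51 were at 0 in both libraries of one time point, as were 46 of the 47, so these calls separate presence from absence in the list. With the Benjamini-Hochberg adjusted p of at most 0.05 in place of the unadjusted p, 28 calls were left at T24 and 0 at T48, where 47 had an unadjusted p of at most 0.05. When only miRNAs above 0 in all 4 libraries were tested, 10 of 23 were called at T24 and 11 of 19 at T48, and of the calls above 1 at T24 and 0 at T48 were of such miRNAs. The other ways of splitting the 4 libraries into pairs called at most 2 miRNAs for T0 and T24 and at most 6 for T0 and T48. Only 3 splits exist, and a mixed pair widens the spread of any miRNA that differs between time points. These low counts therefore do not give a rate of false calls. In simulated libraries of this depth with no change, 22 of 455 miRNAs were called. Simulated counts were drawn independently for each library and lack miRNAs dropped from a library despite many expected reads. The numbers of simulated calls are therefore no measure of the false calls among the 52. When 1 added miRNA took 50% of the simulated T24 reads, a share close to that of oan-miR-1421ag-5p, 73 of the 451 others were called on the TPM scale without any change of their own relative to each other, 72 lower and 1 higher. With median-of-ratios scaling, 47 of the 451 were called, 42 of them lower. Supplementary File S2 lists the paper's own calls at T24, and 16 of these were also called here. In the paper's list, 7 of the 23 had reads in 1 of the 4 libraries. The copy of the paper's list for T48 used here holds 51 miRNAs, and 24 of these were also called here.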

A direct comparison of 24 h vs. 48 h indicated 15 miRNAs continuing to shift (8 higher at 24 h, 7 higher at 48 h). 

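Between T24 and T48, 28 of 260 miRNAs were called, 7 higher at T48 and 21 higher at T24, and all 28 were at 0 in both libraries of one time point. None had an adjusted p of at most 0.05, the lowest being 0.131 (limma with Benjamini-Hochberg adjustment). Of the 22 miRNAs above 0 in all 4 libraries, 1 was called when these were tested on their own. The largest rises to T48 were those of gga-miR-1595-5p, with 771 and 860 TPM, cin-miR-4158-5p, with 1187 and 635 TPM, and mmu-miR-466d-5p, with 694 and 760 TPM, all listed at 0 at T24. The largest falls to 0 at T48 were those of mir-50, from 913 and 2025 TPM, mir-52, from 936 and 916 TPM, and mir-23, from 582 and 1169 TPM. The precursors of mir-50 and mir-23 are each listed under another name as well, which for mir-23 is ptc-miR171l-3p, with 7 and 31 reads at T48. With the names of such sets merged, mir-23 was not called. Of the paper's calls in Supplementary File S2, 9 were also called here, and 6 of its 15 had reads in 1 of the 4 libraries.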

The increase in certain miRNAs after 48 h, but not at 24 h, can be explained by the temporal dynamics of stress perception and signaling in plants [24]. Upon exposure to stress, plants initiate early signaling pathways (e.g., ROS bursts, Ca^2+^ influx, hormone signaling) within minutes to hours. However, many stress-responsive miRNAs are secondary regulators, whose expression depends on transcriptional reprogramming and the accumulation of intermediate signals. In summary, these results (Figure 2, Supplementary File S2) illustrate a wave of miRNA reprogramming following the initial wounding: some miRNAs surge transiently at 24 h before subsiding, while others require prolonged stress to change. Such temporal modulation aligns with the idea that plants fine-tune miRNA expression as an early stress response and again during sustained stress. Indeed, this mirrors prior observations in *Daucus carota* under salinity stress, where distinct sets of miRNAs respond at early vs. late stress phases [12].

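Taking only miRNAs whose 2 libraries gave the same answer at every time point, 13 were above 0 in both T24 libraries and at 0 at T0 and T48, and 3 were above 0 in both T48 libraries and at 0 before. A group of 4 was at 0 in both T0 libraries and above 0 in all 4 incubated libraries, and 27 were above 0 in both T0 libraries and at 0 afterwards. Another 2 were above 0 in the T0 and T48 libraries and at 0 in both T24 libraries, and 2 were above 0 in the T0 and T24 libraries and at 0 in both T48 libraries. Of the 13 seen at T24 alone, 4 shared a precursor with another listed name, as did 2 of the 27 seen at T0 alone and 1 of the 2 missing at T24 alone. Whether the change from T0 to T24 differed from the change from T24 to T48 was not tested. From its calls, the paper concludes that some miRNAs rise briefly at 24 h and others need longer stress.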

Notably, key miRNAs identified as most responsive to wounding were validated by stem-loop RT-qPCR. Figure 3 shows that the qPCR data corroborated the sequencing trends. For example, novel-ath-miR165a-3p, one of the most up-regulated miRNAs after 24 h, exhibited a significant increase by qPCR, whereas novel-rno-miR-337-3p, which showed minimal change by sequencing, remained low by qPCR as well. This validation highlights a subset of wound-responsive miRNAs (including miR165a-3p, novel-hpo-miR-232a-5p, novel-gga-miR-1799, among others) that undergo robust expression changes under abiotic stress. 

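In the sequencing values, ptc-miR396f was the most abundant miRNA at T0, with 651566 and 645984 TPM. It fell to 142116 and 259835 TPM at T24, a log2 fold change of -1.76 (standard error 0.91, limma, adjusted p = 0.373), and to 178945 and 106577 TPM at T48, a log2 fold change of -2.23 (standard error 1.19, adjusted p = 0.392). The standard errors here and below also draw on the variance of all other miRNAs tested, many of them listed at 0 in some libraries. For ptc-miR396f alone, the pooled SD between libraries of a time point was smaller. On the log2 scale it was 0.435 for T0 and T24 and 0.374 for T0 and T48. All 4 incubated libraries lay below both T0 libraries, and the falls at T24 and T48 were called when only miRNAs above 0 in at least 2 of the 4 libraries, or in all 4, were tested. For hsa-miR-376a-5p, the values were 74187 and 89174 TPM at T0, 48741 and 41232 TPM at T24, and 120211 and 79010 TPM at T48, so that the T0 and T48 libraries overlapped. For pte-miR-11943-3p, they rose from 3166 and 2263 TPM at T0 to 4131 and 4132 TPM at T24 and 9447 and 5728 TPM at T48, where the log2 fold change against T0 was 1.46 (standard error 1.20, adjusted p = 0.392) and was called with either of these filters. At T48, aca-miR-5406-5p had 0 and 11405 TPM and oan-miR-1421ag-5p 0 and 468448 TPM, so that 1 library decides both means. The latter took about as many reads at T24 as all other miRNAs together, and the miRNAs above 0 in all 4 libraries fell by 0.54 on the log2 scale at T24 in the median.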

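The values of ath-miR165a-3p were 154092 and 161861 TPM at T0 and 164402 and 113944 TPM at T24, a log2 fold change of -0.21 (standard error 0.86, limma, adjusted p = 0.854), with the T0 values inside the range of the T24 ones. With median-of-ratios scaling over the miRNAs above 0 in all 4 libraries, the change became 0.31, and in neither case was it past the threshold. At T48, its values were 485883 and 280735 TPM, a log2 fold change of 1.23 against T0 (standard error 1.19, adjusted p = 0.405) with both T48 libraries above all 4 others. It was not called at T48 by the unadjusted p, and was called by an adjusted p of at most 0.5. By log2 fold change at T24, it ranked 10 among the 23 miRNAs above 0 in all 4 libraries. The values of rno-miR-337-3p were 15741 and 17914 TPM at T0, 15109 and 14034 TPM at T24, and 12776 and 9034 TPM at T48. Its log2 fold change against T0 was -0.21 at T24 (standard error 0.84, adjusted p = 0.852), or 0.32 with median-of-ratios scaling, and -0.64 at T48 (standard error 1.17, adjusted p = 0.660).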

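For hpo-miR-232a-5p, the T0 libraries had 31572 and 30082 TPM. The first library had 27204 TPM at T24 and 92578 TPM at T48, and the second was listed at 0 at both times, where the first library's share would give 3654 and 18507 reads. With the second T48 library left out, the log2 fold change at T48 was 1.59, and with the first left out the only T48 value is the 0. The difference from T0 was not past the threshold at T24 (limma, adjusted p = 0.373) or T48 (adjusted p = 0.406). An adjusted p of at most 0.5 called hpo-miR-232a-5p lower at both times. So did limma's voom on the counts of File S1, chosen after seeing the values (log2 fold change -6.33 at T24 and -7.44 at T48). These calls rest on the zeros of the second library. All incubated libraries had reads of gga-miR-1799. Its counts in File S1 were 521 and 713 reads at T24, 891 and 1189 reads at T48, and 0 in both T0 libraries. Between T24 and T48, its log2 fold change was 0.95 (standard error 1.43, limma, adjusted p = 0.634), with both T48 libraries above both T24 libraries. It was not called, and with 1 library at a time left out it stayed between 0.35 and 1.56.

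**Figure D2:**
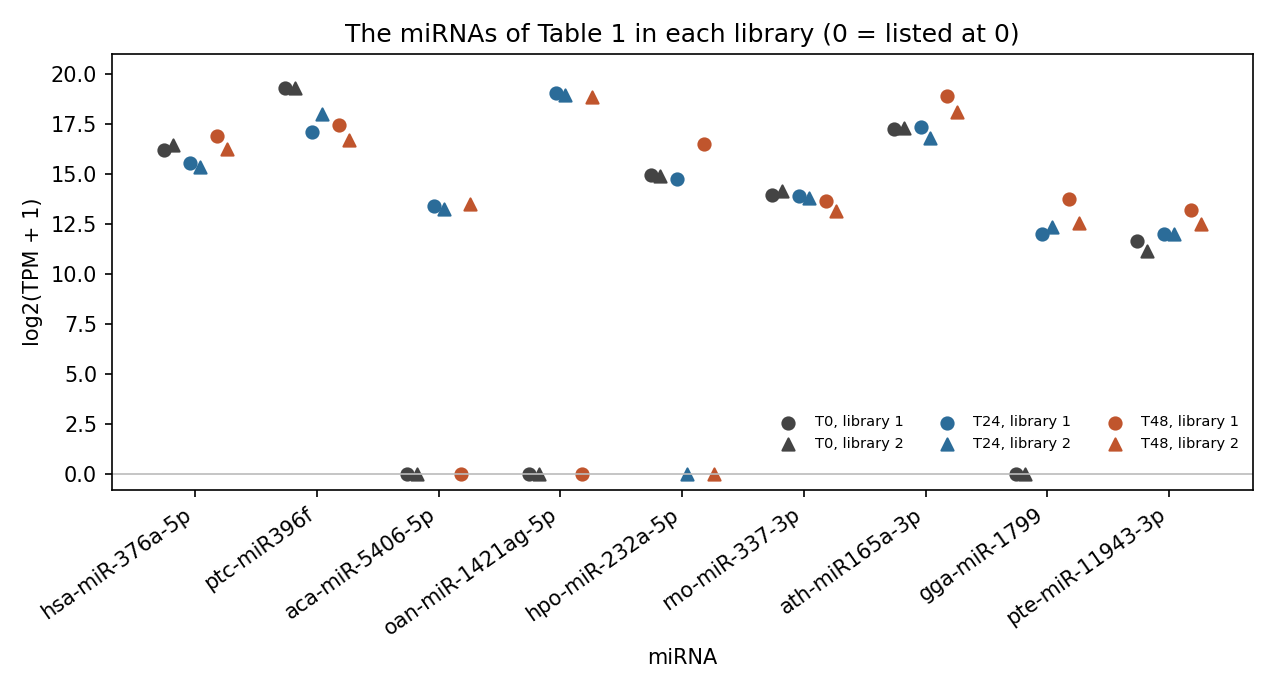
TPM of the 9 miRNAs of Table 1 in each of the 6 libraries, as log2(TPM + 1) on the vertical axis, with 1 miRNA per position on the horizontal axis. Colours mark T0, T24 and T48, circles the first and triangles the second library, and points on the line at 0 are miRNAs listed at 0, such as hpo-miR-232a-5p in the second T24 and T48 libraries.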

Consistency between sequencing and qPCR (Figure 3) confirms the reliability of our high-throughput data and pinpoints candidate carrot miRNAs for further functional analysis.

### 3.2. Cross-Kingdom Target Predictions of Carrot miRNAs

Emerging evidence suggests that dietary plant miRNAs can survive digestion and regulate gene expression in animals [9,10]. In light of this cross-kingdom hypothesis, we bioinformatically examined whether carrot miRNAs might target genes in mammals. 

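Of the miRNAs chosen for functional work, hsa-miR-376a-5p, rno-miR-337-3p and ath-miR165a-3p were above 0 in all 6 libraries. Above 0 in 4 libraries, with at least 1 at every time point, hpo-miR-232a-5p was also among the 31 found at all 3 time points. The remaining miRNAs, oan-miR-1421ag-5p and gga-miR-1799, were not, since the table lists them at 0 in both T0 libraries. They were above 0 in 3 and 4 libraries.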

For this study, we prioritized six wound-induced carrot miRNAs (novel-hsa-miR-376a-5p, novel-oan-miR-1421ag-5p, novel-hpo-miR-232a-5p, novel-rno-miR-337-3p, novel-ath-miR165a-3p, and novel-gga-miR-1799) from the 31 persistent candidates. 

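By mean TPM over the 6 libraries, the most abundant miRNA was ptc-miR396f. The next ranks were held by oan-miR-1421ag-5p at 2, ath-miR165a-3p at 3, hsa-miR-376a-5p at 4, hpo-miR-232a-5p at 5 and rno-miR-337-3p at 6. For gga-miR-1799, the rank was 10 over all libraries, 9 at T24 and 7 at T48. Ranked 9 and 11, aca-miR-5406-5p and pte-miR-11943-3p had similar means over the 6 libraries, but not at each time point. At T24, the mean was 10327 TPM for aca-miR-5406-5p and 4704 TPM for gga-miR-1799. At T0, it was 2715 TPM for pte-miR-11943-3p, where the table lists both others at 0.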

The selection was based on higher read counts across all stress conditions, with preliminary bioinformatic predictions indicating a potential regulation of a larger number of mammalian genes compared with other candidates, and enrichment of their predicted targets in signaling pathways directly implicated in obesity-related processes, such as insulin signaling, FoxO signaling, Wnt signaling, and lipid metabolism. The six carrot miRNAs aligned against the human transcriptome using the psRNATarget algorithm [15] (Supplementary File S3). Strikingly, each carrot miRNA was predicted to bind numerous human mRNAs, enriching in pathways central to metabolism and disease (Figure 4A). For example, targets fell within KEGG pathways for general metabolism, insulin and Wnt signaling, thermogenesis, FoxO signaling, and even longevity regulation.

Such pathways are major regulatory hubs of energy balance and cell fate. Indeed, FoxO transcription factors are pivotal integrators of insulin signaling, stress responses, and aging, orchestrating processes from glucose homeostasis to adipogenesis [25]. Our in silico results suggest that carrot-derived miRNAs (e.g., the wound-induced miR165a-3p and miR376a-5p) could potentially mimic or modulate these conserved pathways in humans by binding to the same network nodes.

To further explore the health implications, we annotated the predicted gene targets for disease associations. Using DAVID and the Genetic Association Database (GAD), many target genes were linked to metabolic disorders, including obesity, dyslipidemia, and cardiovascular disease (Figure 4B), as well as pathways implicated in inflammation and oxidative stress [17]. This suggests any cross-kingdom activity of carrot miRNAs might be especially relevant to metabolic health.

Taken together, these computational findings expand the nutritional significance of carrots beyond vitamins and fiber. They raise the possibility that carrot miRNAs act as bioactive dietary components capable of fine-tuning metabolism at the molecular level, echoing reports of other plant miRNAs influencing mammalian physiology [11,26]. As others have proposed, enriching diets or supplements with specific plant miRNAs could be a novel strategy to modulate disease pathways. Our results provide candidate carrot miRNAs and target genes to test in that context.

### 3.3. Carrot miRNAs Suppress Lipid Accumulation in Adipocytes

From the wound-responsive miRNAs, six were prioritized for functional studies based on their persistence across stress conditions, higher read counts relative to T0, and predicted targets. To directly assess cross-kingdom functionality, we transfected several wound-induced carrot miRNAs into mouse 3T3-L1 adipocytes and measured their effects on fat storage. Remarkably, cells treated with carrot miRNA mimics (miR165a-3p, miR232a-5p, miR1799) accumulated significantly less lipid during differentiation compared to control cells. By day 12 post-transfection, Oil Red O staining revealed a 13–23% reduction in lipid droplet accumulation (Figure 5A) in miRNA-treated adipocytes. Consistently, triglyceride assays showed up to a 26% decrease in intracellular triglyceride content relative to controls (Figure 5B). In both readouts, novel-ath-miR165a-3p elicited the strongest anti-adipogenic effect, while novel-rno-miR-337-3p, a carrot miRNA not induced by wounding, had no significant effect.

Concomitantly, adipocytes exposed to carrot miRNAs exhibited increased lipolysis. Free glycerol released into the culture medium, a byproduct of triglyceride breakdown, was over 40% higher in cells treated with the effective miRNAs than in controls, indicating enhanced fat catabolism (Figure 5C). Novel-gga-miR-1799 was particularly potent, increasing free glycerol by approximately 47%, while miR-337-3p again showed no change. Microscopic images of the adipocytes (Figure 5D) visually confirmed these findings: cells transfected with miR165a-3p or miR1799 appeared markedly less lipid-laden (fewer and smaller Oil Red O-stained droplets) than control cells, consistent with a leaner phenotype.

These preliminary functional assays suggest that certain carrot miRNAs can interfere with adipocyte fat accumulation. Although the precise mechanisms remain under investigation, the observed phenotypes likely involve downregulation of pro-adipogenic genes or signaling pathways. For instance, miR165a-3p and others may target transcripts within the insulin or Wnt signaling cascades that drive adipogenesis [13]. By analogy, a recent study demonstrated that a maize miRNA (miR167e-5p) promotes adipogenesis by repressing β-catenin, thus lifting the Wnt-mediated inhibition of fat cell differentiation [27].

In contrast, the carrot miRNAs studied here produced the opposite outcome, reduced lipid stores, implying they may target genes that promote lipogenesis or differentiation. Supporting this idea, miR6262 from peach was shown to suppress RXRA and other nuclear receptors in fat cells, leading to reduced expression of lipid-storage genes such as *PLIN1*, and increased markers of thermogenesis [11]. This result is broadly consistent with our observations of reduced triglyceride content and smaller lipid droplets in 3T3-L1 adipocytes treated with carrot miRNAs.

Although the specific gene targets of carrot miRNAs in adipocytes remain to be experimentally validated, the phenotypic effects observed here strongly suggest functional cross-kingdom regulation of metabolic genes in mammalian adipose tissue. These results provide a promising foundation for future studies aimed at uncovering the molecular interactions between dietary miRNAs and host adipogenic pathways.

## 4. Discussion

Our findings highlight a potential connection between the stress-induced miRNA profile of carrots and lipid accumulation in cultured adipocytes. Wounding carrots by shredding not only triggers a general decline in total miRNA species but also selectively boosts certain miRNAs (e.g., miR165a-3p, miR232a-5p, miR1799) that appear to carry bioactivity across kingdoms. The abundance changes measured in Figure 3, directly translated into functional outcomes when the miRNA mimics were introduced into mammalian cells. The results provide in vitro evidence that certain carrot miRNA mimics suppressed lipid accumulation in 3T3-L1 adipocytes (Figure 5). This supports a potential causal chain: carrot wounding → increased specific miRNAs → miRNA uptake by adipocytes → reduced fat storage. In essence, the plant’s stress response may enhance its health-promoting potential by concentrating miRNAs with lipid-modulating properties.

Importantly, our cross-kingdom approach offers a novel and complementary perspective to previous research on the health benefits of wound-stressed carrots. Reza-Zaldívar et al. [14] reported that shredded carrots incubated for 24 h exhibited enhanced anti-obesity and anti-inflammatory activity in vitro and in animal models. Although that study was conducted using methanolic extracts, thus excluding microRNAs as active components, our findings suggest that miRNAs induced under similar post-harvest conditions could represent an additional, previously unexplored mechanism of action. By targeting mammalian genes involved in adipogenesis and lipid metabolism, carrot-derived miRNAs may function as regulators fat cell development. Our in silico pathway analysis indicated that these miRNAs could modulate critical metabolic regulators, such as insulin and FoxO signaling pathways, which govern adipocyte differentiation and lipid homeostasis [25]. When delivered to adipocytes, carrot miRNA mimics effectively downregulated lipid storage (Figure 5), mimicking the outcomes expected from inhibition of pro-adipogenic signals. This observation aligns with emerging evidence that plant-derived dietary miRNAs can influence mammalian gene expression and metabolic phenotypes [9,10]. It also complements findings by Díez-Sainz et al. [11], who showed that miR6262 from peach reprogrammed gene expression in human adipocytes—downregulating RXRA and PLIN1, key genes in lipid storage—even if the phenotypic changes (e.g., browning or lipid loss) were modest. In addition to modulating adipogenic signaling, plant miRNAs may also influence cholesterol flux pathways. A recent study reported that dietary plant miRNAs regulate cellular cholesterol efflux by targeting transporters such as ABCA1 and ABCG1 [26]. This suggests that the carrot-derived miRNAs identified here, some of which were predicted to interact with lipid transport and metabolism genes, may extend their influence beyond triglyceride regulation to cholesterol handling. Although our work did not directly evaluate these pathways, this possibility warrants further exploration in future transcriptomic and functional assays.

In contrast to our results, a study by Chen et al. [18] demonstrated that miR167e-5p from maize enhanced lipid accumulation in 3T3-L1 cells by repressing β-catenin, thereby de-repressing downstream adipogenic transcription factors like PPARγ. This juxtaposition underscores that not all dietary plant miRNAs have the same biological effects. Their functional outcome depends on the identity of their mammalian gene targets. While miR167e-5p lifts repression of adipogenesis, our carrot miRNA mimics may instead target components that promote lipogenesis or differentiation, thereby suppressing fat cell development. Both studies implicate the Wnt/β-catenin–PPARγ axis, but in opposite directions, revealing the complexity and specificity of cross-kingdom regulatory interactions. Further research is needed to establish their mechanistic and in vivo effects.

These functional differences open the door to precision nutrition strategies. By selectively consuming foods or extracts rich in anti-adipogenic plant miRNAs, one might be able to modulate fat formation in vivo. Although in vitro models like 3T3-L1 cannot fully capture the biological complexities of digestion, absorption, and tissue distribution, our data present a compelling proof of concept that plant miRNA mimics can modulate core metabolic pathways.

From a practical standpoint, our results suggest an accessible dietary intervention: shredding carrots and allowing them to incubate for 24 h enhances their miRNA content, especially for miRNAs with anti-lipogenic effects.

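Summed over the 6 miRNAs that were later used as mimics, the share of miRNA reads was 28.7% ± 1.66 (SD, n = 2) at T0, 74.4% ± 8.92 (SD, n = 2) at T24 and 78.4% ± 8.34 (SD, n = 2) at T48. Every incubated library lay above both T0 libraries, which for 2 libraries against 2 gives the smallest exact permutation p the design allows. The 6 were chosen by the authors on these libraries. Without oan-miR-1421ag-5p, the sum of the other 5 was 28.7% ± 1.66 (SD, n = 2) at T0, 21.7% ± 6.01 (SD, n = 2) at T24 and 55.0% ± 24.8 (SD, n = 2) at T48, with 72.5% in the first T48 library and 37.5% in the second, and these shares still count its reads in the total. Of the reads without it, the other 5 made up 27.6% and 29.9% in the T0 libraries, 57.3% and 35.3% at T24, and 72.5% and 70.5% at T48. These are shares within the miRNA reads of a library, and the amount of miRNA per weight of tissue was not measured by them.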

Interestingly, plant miRNAs are known to be chemically stable, owing to their 2′-O-methylated 3′ ends and packaging into vesicles, making them more resilient than many other dietary bioactives during cooking and gastrointestinal transit [9,28]. However, more research is needed to determine the optimal post-harvest conditions for miRNA enrichment, as well as to verify miRNA absorption, biodistribution, and in vivo efficacy.

Our study contributes to a growing paradigm shift in nutrition science: food is not just a source of macronutrients and vitamins, but also of regulatory molecules, including miRNAs. Although the concept of cross-kingdom gene regulation via diet remains debated, accumulating evidence supports the idea that specific plant miRNAs can influence mammalian physiology [10,11]. Our data add to this literature by linking stress-induced carrot miRNAs to tangible metabolic effects in a mammalian cell model.

The broader implications are exciting. One could imagine breeding or engineering vegetables to overexpress health-promoting miRNAs, or developing functional foods and supplements that deliver targeted miRNAs to regulate human metabolic pathways. Future diets might be designed not only for nutrient content but also for regulatory RNA composition. In this context, the humble carrot, viewed through the lens of miRNA biology, offers a striking example of how a common food can be leveraged for cross-kingdom metabolic benefits.

## 5. Conclusions

In conclusion, this study demonstrates that miRNAs from a common dietary plant can exert regulatory control over mammalian cell metabolism. Carrot-derived miRNAs upregulated by post-harvest wounding stress were shown to attenuate adipogenesis and promote lipid catabolism in 3T3-L1 adipocytes. Specifically, transfection of carrot miRNA mimics (such as miR165a-3p, miR232a-5p, and miR1799) led to reduced fat accumulation and increased glycerol release, signifying a shift toward enhanced lipolysis. These findings provide evidence of a cross-kingdom regulatory mechanism, bridging plant stress physiology with mammalian metabolic regulation. The novelty of our work lies in identifying plant miRNAs (focusing on functional bioactive dietary components) that can influence adipocyte biology. By establishing a link between carrot wounding-induced miRNA profiles and anti-adipogenic effects in mammalian cells, we propose a new nutritional paradigm in which plant-derived small RNAs contribute to the health benefits of plant-based diets. This insight has significant practical relevance; it suggests that beyond traditional nutrients and phytochemicals, plant miRNAs could be harnessed as natural, food-based tools to modulate pathways involved in lipid metabolism and adipose tissue development. Further research, particularly in vivo studies, will be essential to determine the bioavailability of these plant miRNAs and to explore their potential in dietary strategies for managing obesity and metabolic disorders.

## Figures and Tables

**Figure 1:**
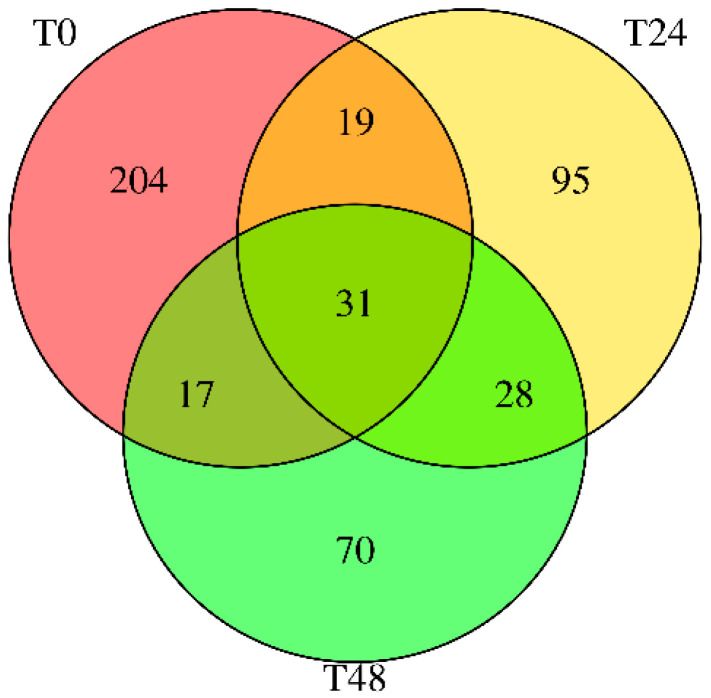
Venn diagram of carrot miRNAs identified in the three libraries. T0 = shredded tissue with no incubation. T24 = shredded tissue with 24 h of incubation at 20 ± 2 °C. T48 = shredded tissue with 48 h of incubation at 20 ± 2 °C.

**Figure 2:**
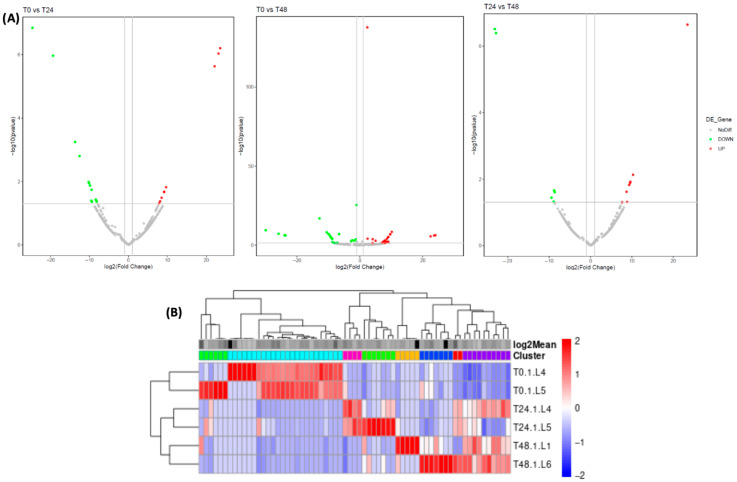
Differential Expression Analysis of carrot miRNAs (**A**) Volcano plot of differentially expressed miRNAs. Each point in the volcano plot represents a gene, the horizontal axis represents the logarithm of the difference in the expression of a gene in two samples, and the vertical axis represents the negative logarithm of the *p*-value. The larger the absolute value of the horizontal axis, the greater the difference in the expression level between the two samples. The larger the vertical axis value, the more significant the differential expression, and the more reliable the differentially expressed genes. (**B**) Cluster analysis of differentially expressed miRNAs. Red color represents genes with higher expression, while green color represents genes with lower expression. Different columns represent different samples, while different rows represent different miRNA.

**Figure 3:**
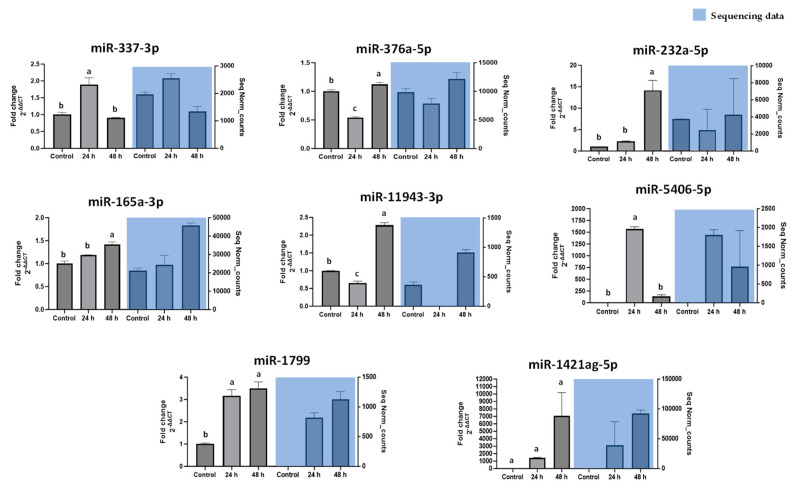
Relative expression level by qPCR of selected carrot miRNAs contrasting the small-RNA seq data. The data shown are the mean ± S.E. Different letter denote a statistically significant difference *p* ≤ 0.05.

**Figure 4:**
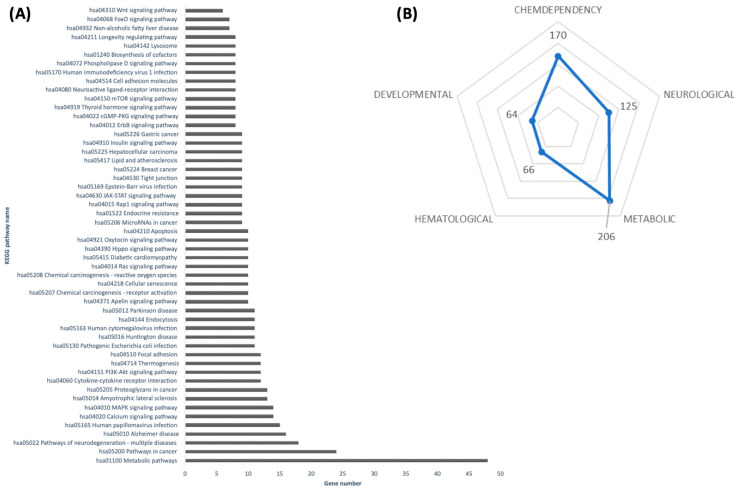
Functional annotation of the predicted gene target with DAVID. (**A**) Annotated gene targets in KEGG pathways database. (**B**) Annotated gene targets in GAD disease class. All terms were considered significant considering at least seven hits and *p*-value < 0.05.

**Figure 5:**
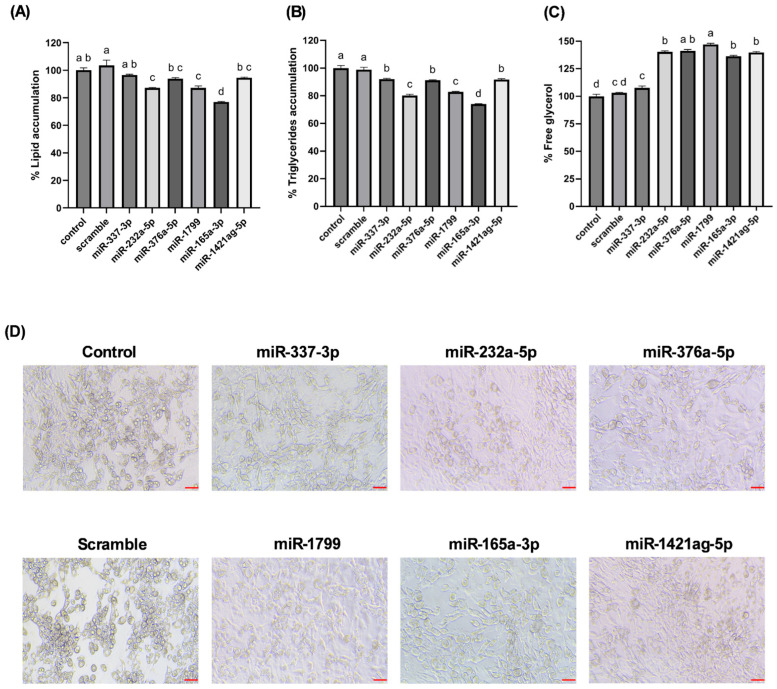
Effect of the carrot miRNAs after 3T3-L1 differentiation. (**A**) Quantification of Oil Red O staining, (**B**) triglycerides quantification, (**C**) free glycerol quantification, and (**D**) representative images of adipocytes transfected with a specific carrot miRNA. The data shown are the mean ± S.E. Each different letter denotes a statistically significant difference *p* ≤ 0.05. The scale bar is 100 μm.

**Table 1:** Primer Sequences Used for Pulsed Stem-Loop RT-qPCR Validation of Carrot-Derived miRNAs.

miRNA ID		Primer Sequence
novel-hsa-miR-376a-5p	miRNA mature sequence	UUAGAUUCGCGCACAAACUCG
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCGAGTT
	Forward	GTG CCC TTA GAT TCG CGC
novel-ptc-miR396f	miRNA mature sequence	UUCCACGGCUUUCUUGAACUG
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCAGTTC
	Forward	GCC CCT TCC ACG GCT TTC
novel-aca-miR-5406-5p	miRNA mature sequence	UUUUUAGACCAAAGGCUCGCU
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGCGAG
	Forward	GCC GCC GTT TTT AGA CCA AT
novel-oan-miR-1421ag-5p	miRNA mature sequence	CGGUGGACUGCUUGAGCUGC
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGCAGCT
	Forward	CTC CGG TGG ACT GCT TG
novel-hpo-miR-232a-5p	miRNA mature sequence	UCCGCAGUAGCACUGGCU
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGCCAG
	Forward	CCT GCT CCG CAG TAG CA
novel-rno-miR-337-3p	miRNA mature sequence	UUCAGCUCACAUAUCUCUCUGG
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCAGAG
	Forward	GGC CCC TTC AGC TCA CAT
novel-ath-miR165a-3p	miRNA mature sequence	UCGGACCAGGCUUCAUUCCCC
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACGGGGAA
	Forward	GAT CTC TCG GAC CAG GCT
novel-gga-miR-1799	miRNA mature sequence	GGAAGUGAUGAGUAGACU
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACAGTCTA
	Forward	GGT CGC GGA AGT GAT GAG
novel-pte-miR-11943-3p	miRNA mature sequence	UUAUGGUGAUUUAUUUGUGUGG
	stem-loop primer	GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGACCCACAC
	Forward	GGG GGC GTT ATG GTG ATT T
U6 reference	Forward	ACAGAGAAGATTAGCATGGCC
	Reverse	GACCAATTCTCGATTTGTGCG
Universal reverse		GTGCAGGGTCCGAGGT

## Data Availability

Small RNA-seq data are deposited in GEO under accession GSE307378.

## Supplementary Materials

The supporting information can be downloaded at https://www.mdpi.com/article/10.3390/nu17182919/s1, File S1: ID miRNAs table. File S2: DEG miRNAs. File S3: psRNAtarget prediction.

How the deposited data were processed for this re-analysis (not part of the article)

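Small RNA of shredded carrot tissue was sequenced in 6 libraries, 2 at each of T0, T24 and T48. According to the paper, the authors trimmed adaptors with cutadapt, discarded reads under 18 nucleotides, removed reads with a mean quality under 20, and matched the remainder to miRBase with Bowtie2 and miRDeep2, with at most 1 mismatch and up to 200 multi-mapping positions. The deposited values are named TPM by the authors, but they are RPM values, read counts scaled to a total of 1000000. Each equals the read count of Supplementary File S1 divided by its library's total and multiplied by 1000000, with a largest difference of 4.7e-10. Libraries were matched to samples by the library name in the sample descriptions, and 0 columns of the table were left unused.

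The table lists 469 miRNAs. The read totals behind the libraries run from 64886 to 199911, and the smallest count above 0 in a library is 2 to 4 reads, so that no miRNA is listed with a single read. The deposited values are not whole reads, and no count model was the basis of a result. Because most reads fall on few miRNAs and values are shares of a fixed total, a rise of 1 abundant miRNA lowers all others. Reads that match several precursors could have been split between them by the authors' counting, which limits comparisons between related miRNAs.

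A miRNA was taken as detected at a time point where at least 1 of its 2 libraries was above 0. Time points were compared pairwise with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on log2(TPM + 1), fitted on the 4 libraries of each comparison, over miRNAs above 0 in at least 1 of these. Calls needed an unadjusted p of at most 0.05 and a change of at least 2-fold, as in the paper's statistics section, and Benjamini-Hochberg adjusted p-values are given beside them. The paper's own test was DESeq2, which was not run here. The paper's small RNA section gives another criterion, an adjusted p of at most 0.5, which was run as an alternative. Fold changes are on the log2(TPM + 1) scale, which understates the change of scarce miRNAs, and none is given against a group listed at 0. Standard errors are those of limma and draw on the variance of all miRNAs tested, so they do not measure the spread of a single miRNA alone. Other tests were an exact permutation test of the number of miRNAs per library, Fisher's exact test of shares, and Wilson 95% confidence intervals, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

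The miRNAs named are the 9 of Table 1 and, for each comparison, the 3 with the largest rise and the 3 with the largest fall among those past the threshold whose 2 libraries at one time point both lie above both at the other, with ties decided by higher mean TPM. Conditions, tests, alternatives and this rule were fixed before the deposited table was examined, although part of Supplementary Files S1 and S2, with counts of the same libraries, had been seen by then. Alternatives were another pseudocount (10 or 0.1), other filters on low values, median-of-ratios scaling, a fit on all 6 libraries, a variance trend, a replicate block, adjusted p-values, read counts downsampled to 64886 in 100 seeded draws, and single libraries left out. Merging of overlapping precursors, limma's voom on the counts of File S1, a minimum of 3 reads after downsampling and totals without oan-miR-1421ag-5p were added after the values were seen.

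The fit was tested on simulated libraries with the depths and mean shares of the real ones. Counts were negative binomial and independent between libraries. The real list also has miRNAs at 0 in a library where many reads would be expected, and the simulation has no such step. Of 100 miRNAs changed 8-fold, 67 were called, including all 20 of those with a mean of at least 20 reads, the changed ones being drawn from outside the 20 most abundant, and 14 of 362 unchanged ones were called. In a first simulation, in which the changed miRNAs were drawn from all and included abundant ones, 38 of 100 were called, and so were 98 of 353 unchanged ones. In the real libraries, abundant miRNAs differ between time points as well. With no change, 22 of 455 were called, or 17 with voom. When 1 added miRNA took 50% of the T24 reads, 73 of the 451 others were called on the TPM scale, 72 of them lower, and 47 after median-of-ratios scaling. Of the 73, 42 were at 0 in both libraries of a time point, a smaller part than in the real calls. Their median log2 fold change was -0.93 on the TPM scale and -0.04 after median-of-ratios scaling.

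File S1 gives precursor positions on named sequences, and the paper's text names no genome build for them. Positions were used only to find precursors that overlap on the same strand by at least 1 nucleotide. Gene annotation was not used here. The qPCR, target prediction and adipocyte experiments were not analysed here.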

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

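The tests in this part were chosen after the values were seen. Outside the miRNAs of Table 1, 3 miRNAs were listed at 0 in both T0 libraries and above 3 reads in all 4 incubated libraries, a signal in miRNAs that the paper's text does not discuss. Over the incubated libraries, the mean was 1072 TPM for dvi-miR-9696a-5p (897 and 558 TPM at T24, 2204 and 630 TPM at T48), 621 TPM for efu-miR-9225 (732 and 350 TPM at T24, 940 and 460 TPM at T48) and 127 TPM for osa-miR1882a (86.6 and 141 TPM at T24, 170 and 110 TPM at T48). Supplementary File S2 lists the first and the second among the paper's calls against T0 at T24 and T48.

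The values argue against counting noise at this depth as the reason for the zeros at T0, since at the mean share of the incubated libraries at least 19.6 reads would be expected in each T0 library. The values also argue against libraries that drop miRNAs independently of the time point. Of the 76 miRNAs found in exactly 2 libraries, none of them among the 3, 43 were in both libraries of one time point. In 10000 shuffles that kept each library's number of miRNAs, the median was 19.0 (permutation test, one-sided, p = 0.0001, the smallest that 10000 shuffles can give). The remaining miRNAs of the 76 were in libraries of different time points, so that some dropping of this kind stays possible for a single miRNA. None of the 3 shares its precursor with another listed name. What stays open is induction by wounding and storage, which the design names and which was not tested apart from the order of the libraries, and a detection step of the authors' pipeline that differs between T0 and later libraries, which could not be examined from these values.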

How the results depend on the processing

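The number of miRNAs detected depended most on whether 1 library was enough. When both libraries had to be above 0, it was 57 at T0, 54 at T24, 36 at T48, 17 at all 3 time points and 100 in any, against 271, 173, 146, 31 and 464. With the first or the second library of each time point left out, it ranged from 135 to 193 at T0, from 105 to 122 at T24, from 89 to 93 at T48 and from 272 to 313 in any library, and T0 stayed highest. A minimum of 10 TPM removed no miRNA, since the lowest value above 0 was 15.0 TPM, so that this setting says nothing about stability. Downsampling to 64886 reads gave 268, 170 and 143.5 miRNAs at T0, T24 and T48, and 232, 143 and 131 with at least 3 reads, a minimum chosen after seeing the data. The shares found in both libraries rose with abundance. For miRNAs with a mean of at least 100 TPM they were 46.3% at T0, 53.4% at T24 and 47.0% at T48.

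The counts of differentially expressed miRNAs rested on the p-value and on the filter. Against main counts of 52 at T24, 47 at T48 and 28 between T24 and T48, an adjusted p of at most 0.05 left 28, 0 and 0, and an adjusted p of at most 0.5 gave 368, 342 and 221. Testing only miRNAs above 0 in all 4 libraries called 10, 11 and 1, and of the calls above only 1, 0 and 0 are of miRNAs above 0 in all 4 libraries, so that no others of them could be called with this filter. Pseudocounts of 10 and 0.1, a filter of 2 libraries, median-of-ratios scaling, the fit on all 6 libraries, the variance trend and the merging of overlapping precursors, which was chosen after seeing the data, stayed within 1.5 times each main count. So did voom on the counts of File S1, also chosen after seeing the data, with 73, 52 and 33 calls, but at T24 it called 39 higher and 34 lower where the TPM scale gave 21 and 31. With a replicate block, the counts were 29, 22 and 13. The library names are T0.1.L4 and T0.1.L5, T24.1.L4 and T24.1.L5, and T48.1.L1 and T48.1.L6. Both names of a time point share the index 1 and differ only in the ending, and T0 and T24 have the same endings. The paper explains neither the index nor the endings, so a batch shared by T0 and T24 libraries cannot be excluded. It also does not state whether the 2 libraries of a time point come from separate tissue samples, and the shared index leaves open that they do not. If they do not, the p-values cover differences between libraries only. The correlation of the deviations of same-numbered libraries was 0.02 for T0 and T24, -0.05 for T0 and T48 and 0.06 for T24 and T48. The edgeR alternative, which had been planned for reads recovered from the deposited values alone, was not run, and the counts of File S1 were fitted with voom only. Calls were not recomputed with 1 library in an arm.

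The direction of some abundant miRNAs at T24 depended on the scale. That of ptc-miR396f did not, with a log2 fold change of -1.76 on the TPM scale, -1.23 with median-of-ratios scaling, -1.22 with voom and -0.68 with oan-miR-1421ag-5p left out of the totals, and pte-miR-11943-3p was higher under each of these. For hsa-miR-376a-5p, the change stayed below 0 with median-of-ratios scaling and with voom (-0.34 for both). With median-of-ratios scaling, the log2 fold change against T0 was 0.31 for ath-miR165a-3p and 0.32 for rno-miR-337-3p, where the TPM scale gave -0.21 for both, and the median change of the miRNAs above 0 in all 4 libraries moved from -0.54 to -0.02. Both were 0.31 with voom. With oan-miR-1421ag-5p left out of the totals, a setting chosen after seeing the data, they were 0.87 for both, and hsa-miR-376a-5p changed from -0.86 to 0.22. Leaving it out raises all other values of the T24 libraries by 1.14 and 1.02 on the log2 scale, so that this setting fixes the new signs by its construction and does not test their cause. Between T24 and T48, hpo-miR-232a-5p had 0.88 on the TPM scale and -0.42 with voom, each resting on 1 library per time point, and the cause was not tested. For single named miRNAs, 31 values gained a call under an alternative and 13 lost one. Of the gains, 11 came with voom, 11 with an adjusted p of at most 0.5, 3 with a filter of at least 2 of the 4 libraries, 3 with all 4, 2 with the variance trend and 1 with the replicate block. Of the losses, 12 came with an adjusted p of at most 0.05 and 1, that of mir-23, with the merging of overlapping precursors. The rank by mean TPM was 1 for oan-miR-1421ag-5p, 6 for hpo-miR-232a-5p and 5 for rno-miR-337-3p at T24 alone, and 1 for ath-miR165a-3p and 7 for gga-miR-1799 at T48 alone.

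The miRNAs found at a single time point had a median of 9.5 to 15.0 reads in the library with more reads, and downsampling changed their time point's count by at most 3 miRNAs unless at least 3 reads were required.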

Differences from the paper's values

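The paper gives 95 miRNAs at T24 and 70 at T48 where 173 and 146 were above 0 in at least 1 library, and 204 at T0 where 271 were. The paper's 3 numbers equal the miRNAs found at that time point and at no other, which were 204, 95 and 70 here. Among the alternatives set before the data were examined, leaving out the first library of each time point (122 at T24 and 93 at T48) or the second (105 and 89) fell within 1.5 times the paper's numbers. A minimum of 10 TPM, downsampling and detection in both libraries did not.

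The paper's calls come from DESeq2 and those here from limma. No alternative used DESeq2, so the gaps in the numbers of calls may lie in the test itself. For T24 against T0, the paper reports 23 differentially expressed miRNAs, 9 of them down-regulated, and 52 were called here, 31 of them lower. Of the alternatives set before the data were examined, the replicate block (29) and an adjusted p of at most 0.05 (28) came within 1.5 times the paper's total. For the lower ones, only the test on miRNAs above 0 in all 4 libraries (6) did, and as 0 of the paper's 23 miRNAs have reads in all 4 libraries, none of them could enter it. For T48 against T0, the paper reports 24 up-regulated miRNAs and 15 were higher here. A filter of at least 2 of the 4 libraries (18) and the variance trend (20) closed this gap, and the other alternatives set before the data were examined did not. Voom on the counts of File S1, chosen after seeing the values, also closed it (21). For the paper's total of 55, the value here was 47, and the variance trend gave 56. The paper's Supplementary File S2, in the copy used here, lists 51, with 24 higher and 27 lower, 1 of them at a p above 0.05 and 1 under a 2-fold change. Between T24 and T48, the paper reports 15, of which 8 were higher at 24 h, and 28 were called here, 21 of them higher at T24. A pseudocount of 10 (22) and the replicate block (13) came within 1.5 times the paper's total, and for those higher at T24 the replicate block alone (9).

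In Figure 3, the ratio of the 48 h to the 24 h sequencing bar of oan-miR-1421ag-5p is about 2.4, read by eye, and the ratio of the mean TPM was 0.445 ± 0.630 (SD), or 0.523 with median-of-ratios scaling, the only alternative with a value for this ratio, which did not close the gap. The inverse, the ratio of the T24 to the T48 mean TPM, was 2.25. For pte-miR-11943-3p, the 24 h bar stands at about 0 in Figure 3, read by eye, so that its ratio to the control bar is about 0, and the ratio of the mean TPM was 1.52 ± 0.358 (SD), or 2.01 with median-of-ratios scaling, which again was the only alternative with a value. For hpo-miR-232a-5p, the ratio of the 48 h to the 24 h bar is about 1.7 in Figure 3, read by eye, and the ratio of the mean TPM was 3.40 with 1 of the 2 libraries at 0 at each time point. Median-of-ratios scaling, the only alternative with a value, closed this gap (1.65). The ratios of the other 5 miRNAs compared were within 1.5 times those of the figure.

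The paper states that its 6 selected miRNAs come from those found at all time points. Of these, oan-miR-1421ag-5p and gga-miR-1799 were at 0 in both T0 libraries. The paper names ath-miR165a-3p as one of the most up-regulated at 24 h, and its log2 fold change was -0.21 here, or 0.31 with median-of-ratios scaling, at rank 10 of the 23 miRNAs above 0 in all 4 libraries. The paper describes a change of hpo-miR-232a-5p as robust, and the second library was at 0 at both T24 and T48. In the paper's list for T48 against T0, ptc-miR396f is lower and ath-miR165a-3p, pte-miR-11943-3p, aca-miR-5406-5p and oan-miR-1421ag-5p are higher, and none of these was called here. An adjusted p of at most 0.5, which the paper's small RNA section gives, called all of them, and so did voom on the counts of File S1, chosen after seeing the values. Filters of at least 2 or all 4 of the libraries and the variance trend called ptc-miR396f and pte-miR-11943-3p. Of the paper's 23 calls at T24 and its 15 between T24 and T48, 16 and 9 were called here, all 23 and 15 with an adjusted p of at most 0.5, and 20 and 12 with voom. An adjusted p of at most 0.5 called 368 of the 394 miRNAs tested at T24, 342 of 369 at T48 and 221 of 260 between T24 and T48, so that it leaves out few of those tested.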

Other observations

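All tests in this part were chosen only after the values were seen, except those on other splits of the libraries.

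The same stretch of genome appears in the list under different names. File S1 gives 30 pairs of names whose precursors overlap on the same strand, made up of 51 names in 24 sets, and no pair is found in a common library (0 of 30). An example, chosen after its values were seen, is the pair mir-23 and ptc-miR171l-3p, both from position 36566908 to 36566990 on the + strand of 1 sequence. The first has 74 and 157 reads at T24 and 0 elsewhere. The second has 87 and 44 reads at T0, 0 at T24, and 7 and 31 at T48. Summed, the locus has reads in all 6 libraries, while by name mir-23 is called higher at T24 than at T48. When the library patterns were shuffled among the names 10000 times, the median number of pairs with a common library was 12.0, and no shuffle gave 0 (permutation test, one-sided, p = 0.0001, the smallest that 10000 shuffles can give), which argues against chance. Separate mature miRNAs of 1 precursor would be read together in some libraries, which 0 of the 30 pairs were. For 10 pairs, both names were found at the same time point in different libraries, as would be the case if names were assigned separately in each library. That candidate explanation is in line with these values, and it stays a hypothesis, since the assignment itself was not seen. Of the miRNAs called here, 8 of 52 at T24, 4 of 47 at T48 and 7 of 28 between T24 and T48 lie in such sets. None of the 9 miRNAs of Table 1 does.

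Many miRNAs had reads in 1 library and 0 in the other of the same time point. For 34 of the 443 cases, at least 100 reads would have been expected at the share seen in the first, so that counting noise alone does not account for these. Some of the other 409 came close to this limit. For ppt-miR1069-5p, 95.5 reads would be expected in the second T48 library, and for ppc-miR-8326-5p 60.2 in the second T24 library. Such values argue against counting noise for these cases too. The median over all 443 was 14.7 expected reads. For cases with few expected reads it stays open, since the smallest listed counts are 2 to 4 reads, which keeps the expected reads from lying near 0. The largest of the 443 are oan-miR-1421ag-5p, for which 30396 reads would be expected in the first T48 library, and hpo-miR-232a-5p, for which 18507 would be expected in the second T48 library. Over the 17 miRNAs above 0 in all libraries, the first T48 library differed from the second by 0.502 on average (absolute log2 difference after median-of-ratios scaling) and from the nearer T0 library by 1.47, which argues against a mislabelled T0 library. Not every library lay nearest to its own time point. The first T24 library differed by 0.756 from the second T24 library, and by 0.675 and 0.663 from the first and second T48 libraries. A difference between the tissues behind the libraries and a step of the authors' detection that sets a miRNA to 0 in some libraries stay open and were not tested.

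More miRNAs were detected per library at T0 than after incubation. After downsampling to 64886 reads, with at least 3 reads required, the lower T0 library still lay 21.0 miRNAs above the highest incubated one. With the 3 most abundant miRNAs of each library left out and the rest downsampled to 13948 reads, the gap was 15.5. Neither the number of counted miRNA reads nor a few miRNAs taking most of them accounts for the order of the libraries. The total reads of a library are not known here, and the authors' detection could not be rerun on fewer reads. An effect of depth through that step therefore stays open. A larger diversity at T0 remains a biological hypothesis with 2 libraries, since many of the names were found in 1 library (214 at T0, 119 at T24 and 110 at T48). Names assigned separately in each library, with 10 pairs found in different libraries of a time point, could also add to the count of a time point. With the names at overlapping precursors merged, 266 miRNAs were detected at T0, 171 at T24 and 143 at T48, against 271, 173 and 146. Merging therefore changed these counts little, and T0 stayed highest.

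On the per-million scale, ath-miR165a-3p was slightly lower at T24 than at T0. With oan-miR-1421ag-5p left out of the totals, its log2 fold change was 0.87. This setting raises all other T24 values alike, which fixes its outcome, so that the reads taken by oan-miR-1421ag-5p and a change of ath-miR165a-3p itself cannot be told apart by it.

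In each comparison, 1 of the 3 splits of the 4 libraries into 2 and 2 gave as many calls as the split by time point, which is that split itself. The other splits gave at most 2 calls for T0 and T24, at most 6 for T0 and T48, and at most 5 for T24 and T48. A share under 0.333 cannot be reached, so that chance cannot be told apart from the time point by this count.

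The File S1 precursors lie on 11 sequences. Of these, 9 carry precursors up to positions between 32236129 and 63593326, and the other 2, with 2 and 3 precursors, only up to 145897 and 124011. No biological explanation was tested.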
